A study of Mus musculus with 2 samples. Its data were reported in "PHF6-mediated transcriptional control of NSC via Ephrin receptors is impaired in the intellectual disability syndrome BFLS" (2024).

How the data were processed

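PHF6 ChIP-seq libraries were made by the authors from wild-type mouse cortex at embryonic day 17 to 18, with an antibody to PHF6 for 1 library and IgG for the control library. Each library came from pooled cortices, and the number pooled is given differently in different parts of the study. The authors' methods state that reads were aligned to the mouse genome (mm10) with bowtie2 in a very sensitive local mode, that duplicate reads were removed with samtools, and that peaks were called with MACS with no shifting model and a shift size from cross-correlation. That the IgG library was the control is read from the name of the deposited list. The submitters' processing notes name mm10 and deepTools 3.5.1. One peak list and one summit list cover the whole series.

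The deposited peak score is the MACS score, the negative log10 of the authors' peak p-value times 10, so that higher means stronger and the lowest scores, just above 30, sit at the calling threshold. The deposited summit signal is the height of the fragment pileup at the summit, a coverage in fragments that was not scaled to depth. Scores and heights are the authors' own values for each peak and were used only to describe, rank and filter peaks within the list. Score and height correlated across the 12860 peaks (Spearman's rho = 0.467), which are not replicates. Because the lists hold no reads, IgG coverage at single loci was not used here, library depth is unknown, and regions where neither library could be mapped cannot be told from regions without binding. Intervals cover counting error only.

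Coordinates were read in mm10, whose chromosome sequences are those of GRCm38, and were compared with the GRCm38 sequence and the GENCODE annotation of release M21. The study took its TSSs from an earlier GENCODE release, which was not used here. Of the 12857 peaks on chromosomes 1 to 19 and X, 0 ran past the end of a chromosome, and 89.2% of 65954 annotated coding transcripts began with a start codon in this sequence. The 3 peaks on other sequences were left out of the comparisons. The annotation held 132721 distinct TSSs of all genes and 93513 of protein-coding genes. A site was a peak with a MACS score of at least 50. Coordinates are given from 1.

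Summits were assigned to the first class that applied among 5' untranslated region, coding sequence, 3' untranslated region, other exon, intron, up to 5 kb upstream of a TSS, and intergenic. Distances were taken to the nearest TSS of any annotated transcript. Perfect runs of CA or TG of at least 10 units were found in the sequence, of which there were 273055, and a site had a run if one overlapped its summit ± 250 bp. Runs of at least 20 bp were also found for the other dinucleotides, for 10 trinucleotides and for 2 homopolymers. The study's own definition of a (CA)n repeat is not stated in its methods. Random expectation came from 1000 sets of positions shuffled on the same chromosome outside assembly gaps, or over the whole genome for the counts per chromosome, with two-sided permutation p-values. The position of runs was compared with summits moved at random by up to 250 bp, keeping those that still had a run within 250 bp. The relation of runs to score was tested with 100000 permutations. Fisher's exact test was used for TSS against distal sites and for gene lists at promoters, and an exact binomial test for the sides of the TSS. Lists were compared with matched genes by a two-sided binomial simulation test. It made 10000 draws from the share of other genes with a site at like CpG content, TSS number or both. Benjamini-Hochberg adjustment was applied within each family, and 0.05 was the threshold.

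The 27 gene lists covered Eph receptors, ephrins, neural stem cells and progenitors, neurons, glia and vessels, signalling pathways, partners of PHF6, and lists not tied to brain such as liver and olfactory receptor genes. They were fixed before the data were examined, as were the tests and most alternatives. Each gene list was tested by the nearest protein-coding gene of every site and by genes with a site within 2 kb of any TSS. Named genes followed a rule fixed at the same time: Eph receptors with any peak within 2 kb of a TSS with Ephb2 and Zfp735, the 10 highest-scoring sites, the 10 highest-scoring sites within 1 kb of a protein-coding TSS, and up to 4 members per list with the highest-scoring site. The lists overlap in part, and Nlgn3 belongs to 2 of them.

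Alternatives covered score thresholds of 30, 70 and 100, other random placements (whole genome, summits moved by 10 to 100 kb, GC-matched positions drawn over the whole genome, the weakest peaks), run lengths of 6 and 15 units, windows of 100 and 500 bp, other TSS distances, protein-coding TSSs alone, the peak middle in place of the summit, and promoters matched on CpG content. Imperfect (CA)n stretches, random positions with a run, genes matched on their number of TSSs, and GC matching on the same chromosome and 10000 random sets for the nearest-gene lists were added after seeing the data.

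The procedures were tested on simulated data. Of 40 sets of 1000 random positions, 0 had a p under 0.05 for (CA)n runs and 3 for TSS distance. With 30% of positions put on runs and 10% put next to a TSS, 40 of 40 sets were called for each, and the mean share with a run was 33.6%. All 40 genes of a list given a site inside the 2 kb window were found, as they had to be. For tandem arrays, 200 of 200 simulated ones were called against 0 of 200 windows of random bases. The simulated arrays filled the whole window, so error rates on genome sequence were not tested. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9 were used.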

Results

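Binding of PHF6, a plant homeodomain zinc-finger protein of the nucleus, was mapped by chromatin immunoprecipitation and sequencing (ChIP-seq) in wild-type mouse cortex at embryonic day 17 to 18. The series held 1 PHF6 library and 1 control library made with non-specific immunoglobulin (IgG), each from pooled cortices. The deposited data were 1 list of 12860 peaks called for PHF6 over IgG, with a MACS score and a summit for each peak. There were no replicate libraries, so no value below has a replicate error. Each p-value compares positions or genes within this list with random positions or other genes. The list gives no read totals, so the depth of either library is unknown. Scores ran from just above 30 to 1252.04 with a median of 37.2, and pileups at the summits ran from 5 to 72 fragments with a median of 11. Peaks with a score of at least 50, equal to a peak p of 1e-05 or less, are called sites here.

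The first question was where in the genome PHF6 was bound. The list held 2472 sites, of which 2471 lay on chromosomes 1 to 19 and X. Ranks below are among these 2471, and leave out a site of score 289 on an unplaced contig of chromosome 4. The strongest was a 1252.04-score peak with a pileup of 72 fragments, at chromosome 3, 127697590 to 127699154 (mm10), in an intron of Alpk1, which encodes an alpha-kinase. The next were in introns of Pigk (score 473, chromosome 3, 152732901 to 152734082), which encodes a subunit of the enzyme that attaches lipid anchors to proteins, and of Sh3gl3 (score 449, chromosome 7, 82251820 to 82254143), an endophilin gene. Introns of the transporter gene Slc6a17 (score 423) and of Cacng4 (score 333), which encodes an auxiliary subunit of calcium channels and glutamate receptors, held the fourth and the fifth. The other sites among the 10 strongest were nearest to Tshz1, Sec14l1, Tmem26, Ttc28 and Sult2b1, with scores from 273 down to 241. None of the 10 had a perfect (CA)n run of 10 or more units within 250 bp of its summit.

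Most sites were intronic or intergenic, but 5' untranslated regions were over-represented. Introns held 1321 sites (53.5% against 43.5% ± 0.98, mean and SD of 1000 shuffled sets) and intergenic sequence held 881 (35.7% against 45.6% ± 0.982). Only 48 summits lay in a 5' untranslated region, yet this was 6.25 times the number at shuffled positions and 3.06 times that at GC-matched positions. Coding sequence and 3' untranslated regions held 9 sites each, 0.249 and 0.273 times the shuffled number. These 5 classes passed a two-sided permutation test after Benjamini-Hochberg adjustment over 7 classes (adjusted p = 0.0028 for each, from the smallest p that 1000 sets can give). The region up to 5 kb upstream of a transcription start site (TSS) held 163 sites, 1.13 times the shuffled number, and did not pass (permutation test, adjusted p = 0.121). Against summits moved by 10 to 100 kb, the intergenic deficit no longer passed (0.967-fold, permutation test, adjusted p = 0.133) and the intron excess was 1.05-fold. The upstream region did pass when TSSs of protein-coding genes alone were used (1.51-fold) and with all deposited peaks (1.22-fold, permutation test, adjusted p = 0.00233 for both). Against the weakest peaks of the list, those with a score under 40, the excess of 5' untranslated regions was 1.93-fold and no other class passed (Fisher's exact test, adjusted p = 0.00345).

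Sites were concentrated around TSSs. Of the 2471 sites, 397 (16.1%) had their summit within 1 kb of a TSS, against 6.31% ± 0.475 of shuffled positions, a 2.54-fold excess (two-sided permutation test, p = 0.002, the smallest that 1000 sets can give). A further 785 sites lay 1 to 10 kb away, 1168 lay 10 to 100 kb away and 121 lay beyond 100 kb. Negative distances are upstream. The strongest TSS sites were at Sult2b1 (score 241, at -163 bp from its TSS and inside an intron of the kinase gene Lmtk3), Pou2f2 (score 162, an octamer transcription factor), Tcf4 (score 156, a basic helix-loop-helix transcription factor) and Spop (score 151, a substrate adaptor of a ubiquitin ligase). Tubb2b, a tubulin of migrating neurons, had a site with its summit at -278 bp from its TSS and a score of 149.54 at chromosome 13, 34130514 to 34131867. The remaining TSS sites among the 10 strongest were at Nsd3 (score 149), which encodes a histone methyltransferase, Slc6a15 (score 148), an amino acid transporter gene, Gabbr1 (score 147), which encodes a metabotropic GABA receptor subunit, Spaca6 (score 139) and Adgrl1 (score 135), a latrophilin gene. The Slc6a15 summit lay at -3 bp from the TSS, with a pileup of 41 fragments.

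A difference between the 2 sides of the TSS within 1 kb did not pass the test when summits were used. Downstream of the TSS there were 215 sites and upstream 181, or 54.3% downstream (95% exact interval 49.2% to 59.3%, two-sided exact binomial test, p = 0.0971). At shuffled positions this ratio was 1.03. The 250 bp just upstream of the TSS held 76 sites and the 250 bp just downstream held 71. The study described the highest density just downstream, with TSSs from an earlier annotation release. Within 2 kb the downstream side held more sites, 308 against 245 (exact binomial test, p = 0.00832), as it did within 1 kb when the peak middle was used, 225 against 175 (exact binomial test, p = 0.0142).

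**Figure D1:**
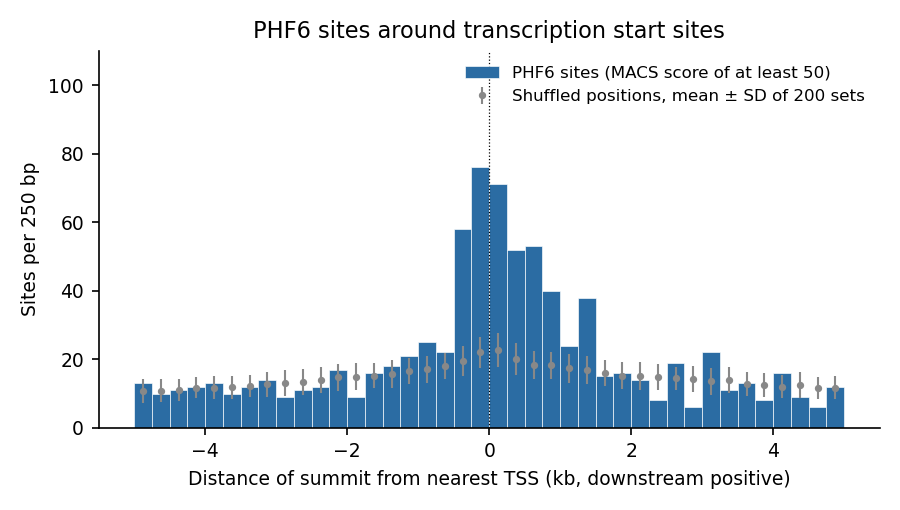
Number of PHF6 sites (MACS score of at least 50) per 250 bp against the distance of the summit from the nearest TSS in kb, downstream positive. Grey points and lines are the mean and SD of 200 shuffled sets. The 250 bp on either side of the TSS hold 76 and 71 sites, above the shuffled means of 22.0 and 22.7.

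The study found (CA)n microsatellites, short tandem repeats of the CA dinucleotide, by motif analysis of its strongest PHF6 sites. Among the 1000 highest-scoring sites, 273 (27.3%) had a perfect run of at least 10 CA or TG units within 250 bp of the summit, against 5.35% ± 0.675 of shuffled positions. This 5.10-fold excess was at the smallest p that 1000 shuffled sets can give (two-sided permutation test, p = 0.002). With runs of at least 6 units the share was 56.8% against 7.79%, a 7.29-fold excess. Of 16 repeat units tested, 2 were over-represented at the top sites: CA and AG, the latter at 45 sites and 1.92-fold (permutation test, adjusted p = 0.016 for both). AT runs were at 11 top sites and did not pass (1.5-fold, permutation test, adjusted p = 0.543), but did pass against positions matched on GC content (3.65-fold, permutation test, adjusted p = 0.0213). Examples of top sites with a run were those at Tcf4, Spop, Adgrl1 and Epha4.

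The relation of (CA)n runs to peak strength depended on the measure of strength and on the run length. Across all 12857 peaks on chromosomes 1 to 19 and X, score and the presence of a run of 10 or more units were not correlated (Spearman's rho = -0.0031, Pearson's r = -0.0307, permutation test of rho, p = 0.725). With pileup height in place of score, rho was 0.0848 (permutation test, p = 1e-05), and with score among sites alone it was -0.0551 (permutation test, p = 0.0062). Peaks are not independent replicates. The share with a run was 31.1% at scores from 30 to 35, 34.3% from 40 to 50 and 18.6% at 100 or more. Top sites had a run of 10 or more units less often than the weakest peaks, at 0.851 times their share (Fisher's exact test, p = 0.00231). The direction turned with shorter runs of 6 or more units (56.8% against 52.1%, ratio 1.09, Fisher's exact test, p = 0.00511) and with imperfect stretches of 30 bp (65.8% against 56.8%, Fisher's exact test, p = 5.62e-08), both compared after seeing the data. Runs of 6 or more units gave a weak positive relation with score (rho = 0.072, permutation test, p = 1e-05, the smallest that the resamples can give). The median distance from the summit to the nearest base of a run was 93.0 bp at top sites and 85.2 bp ± 7.98 for randomly moved summits (permutation test, p = 0.348). That comparison favours short distances, since only moved summits with a run still within 250 bp were kept. Random positions with a run, added after seeing the data, had a median of 113 bp, and top sites were nearer (permutation test, p = 0.032). With runs of 6 or more units the summits were nearer than moved summits, at a median of 40.5 bp against 62.0 bp (permutation test, p = 0.002).

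**Figure D2:**
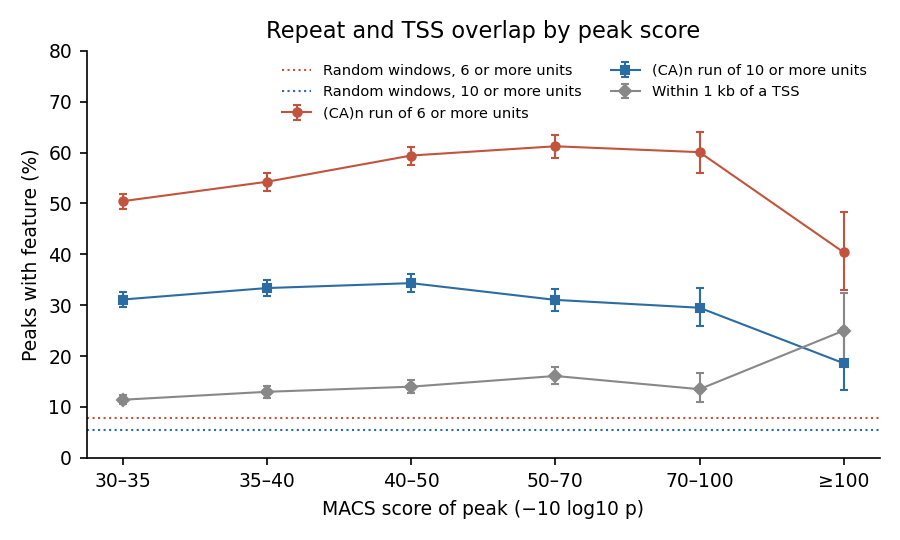
Percent of peaks with a (CA)n run of 6 or more units (red), with a run of 10 or more units (blue) within 250 bp of the summit, or with a summit within 1 kb of a TSS (grey), by MACS score. Bars are 95% Wilson intervals, which cover counting error only, and dotted lines are random windows. Both run shares lie above the random windows in each score range, and the share of peaks near a TSS is 25% at scores of 100 or more.

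Sites near a TSS carried (CA)n runs of 10 or more units less often than distal sites. A run of 10 or more units was found at 93 of 397 sites within 1 kb of a TSS (23.4%, 95% Wilson interval 19.5% to 27.8%) and at 412 of 1289 sites more than 10 kb from any TSS (32.0%, 29.5% to 34.6%). The ratio was 0.733 (two-sided Fisher's exact test, p = 0.00111). At random positions the shares were 4.46% within 1 kb of a TSS and 5.46% beyond 10 kb. With runs of 6 or more units the difference was larger (36.0% against 64.9%, ratio 0.555, Fisher's exact test, p = 3.53e-24). All deposited peaks also gave a larger difference (19.7% against 34.5%, ratio 0.571, Fisher's exact test, p = 3.66e-34). With runs of 15 or more units the difference did not pass (17.1% against 19.9%, ratio 0.862, Fisher's exact test, p = 0.244). It was also no longer past the threshold at scores of 70 or more, with a ratio of 0.813 (Fisher's exact test, p = 0.286), and at scores of 100 or more the ratio was 1.69 (Fisher's exact test, p = 0.215).

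The study followed Eph receptors, receptor tyrosine kinases that bind ephrin ligands on neighbouring cells, as PHF6 targets. Of 14 Eph receptor genes, 6 had a peak of any score within 2 kb of a TSS: Epha3, Epha4, Epha5, Epha7, Ephb1 and Ephb3. The strongest was an intronic peak of Epha4 at chromosome 1, 77513640 to 77514440, 1058 bp downstream of a TSS, with a score of 77.4. Epha7 had an intronic peak on chromosome 4, 28814383 to 28815019, with a score of 59.5, and a weaker one in its 5' untranslated region, 28813021 to 28813418, with a score of 31.4. Epha5 had a peak in its 5' untranslated region, at -125 bp from the TSS, with a score of 57.3. Ephb1 (score 38.5, 136 bp downstream of the TSS), Ephb3 (score 41.8) and Epha3 (score 34.1) had peaks below the score of a site. Ephb2 had no peak within 2 kb and its strongest peak, in an intron 13043 bp from the nearest TSS, had a score of 35.2. No peak was listed at Zfp735, which the study used as a negative locus. Both the Epha4 peak and the stronger Epha7 peak held a (CA)n run, and the peaks at Epha5, Ephb1, Ephb3 and Epha3 did not.

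Promoters with a site included genes of several neuronal lists. Of 21755 protein-coding genes, 427 (1.96%) had a site within 2 kb of a TSS. Among 27 gene lists fixed before the data were examined, 4 held such genes more often than other protein-coding genes and 1 less often (two-sided Fisher's exact test, Benjamini-Hochberg over lists). The synaptic adhesion and scaffold list had 6 of 32 genes (18.8%, ratio 9.67, Fisher's exact test, adjusted p = 0.000438). Its strongest sites were at Syngap1 (score 101), a synaptic GTPase activator, Dlg4 (score 96.3), a postsynaptic scaffold gene, Cadm2 (score 90.8), a cell adhesion gene, and Nlgn3 (score 69.7), a neuroligin gene on the X chromosome. The cortical projection neuron list had 5 of 27 genes (18.5%, ratio 9.53, Fisher's exact test, adjusted p = 0.00145), led by the transcription factor genes Neurod6 (score 68.5), Pou3f3 (score 65.1), Nfix (score 57.1) and Mef2c (score 55.3). The intermediate progenitor and neurogenic list had 3 of 19 genes (ratio 8.09, Fisher's exact test, adjusted p = 0.0311). These were Elavl4 (score 122), which encodes a neuronal RNA-binding protein, and the transcription factor genes Hes6 (score 96.0) and Sox11 (score 69.0). The Sox11 summit lay in the 3' untranslated region, 1461 bp downstream of a TSS. The Eph receptor list had 3 of 14 genes, Epha4, Epha7 and Epha5 (ratio 11, Fisher's exact test, adjusted p = 0.0157). The study chose Eph receptors from RNA sequencing and then described peaks of this same list at some of them. This count in part restates those peaks, namely at Epha4. The P value that the study gave for EphA7 is that of the weaker Epha7 peak, not of the site counted here. Against genes matched on the CpG content of their promoters, the synaptic and projection neuron lists still passed (ratios 7.07 and 7.14, binomial simulation test, adjusted p = 0.0162 and 0.0216). The Eph receptor and neurogenic lists did not (8.22 and 5.85, binomial simulation test, adjusted p = 0.09 and 0.174). The neurogenic list also did not pass within 1 kb, within 5 kb or with peaks of any score (Fisher's exact test, adjusted p = 0.142, 0.0752 and 0.072), and the Eph receptor list, with 2 of 14 genes, did not pass within 1 kb (Fisher's exact test, adjusted p = 0.0954). With sites of score 70 or more the synaptic list passed above, with 3 genes, and olfactory receptors passed below, with 0 (Fisher's exact test, adjusted p = 0.0269 and 0.0286), and at 100 or more 0 lists passed.

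Other neural lists had sites at single promoters but did not pass the Fisher's exact test within 2 kb after adjustment. The neuronal migration list had 3 of 25 genes, Tubb2b, Astn1 and Auts2 (adjusted p = 0.0564 in Fisher's exact test), but passed within 1 kb and within 5 kb (ratios 8.17 and 5.54, Fisher's exact test, adjusted p = 0.0392 and 0.0371). It did not pass with peaks of any score (ratio 1.89, Fisher's exact test, adjusted p = 0.338). Nor did it pass against genes matched on CpG content, TSS number or both (ratios 4.51, 4.85 and 4.12, binomial simulation test, adjusted p = 0.316, 0.206 and 0.392). The radial glia and neural stem cell list had 2 of 24, Msi1 (score 78.8) and Pax6 (score 51.8), and the cortical interneuron list had 2 of 22, Zeb2 (score 83.0) and Nr2f2 (score 53.8). The glutamate and GABA receptor list had 2 of 33, Gabbr1 and Grin1. There was 1 gene each in the lists of ephrin ligands (Efna3), voltage-gated ion channels (Scn1a), PAF1 complex and pausing factors (Polr2a), Notch (Numbl), Hedgehog (Cdon), FGF and BMP (Fgf13), X-linked intellectual disability (Nlgn3), microglia (Tmem119), astrocytes (Aldh1l1) and ribosomal proteins (Rpl27). None was found in the lists of other axon guidance genes (40 genes), Wnt pathway, NuRD complex, Hox genes, proteasome subunits, liver, endothelium and pericytes, or oligodendrocyte lineage. Olfactory receptor genes were under-represented, with 3 of 1092 (ratio 0.134, Fisher's exact test, adjusted p = 2.48e-05). Against CpG-matched genes that ratio was 1.56 and did not pass (binomial simulation test, adjusted p = 1).

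**Figure D3:**
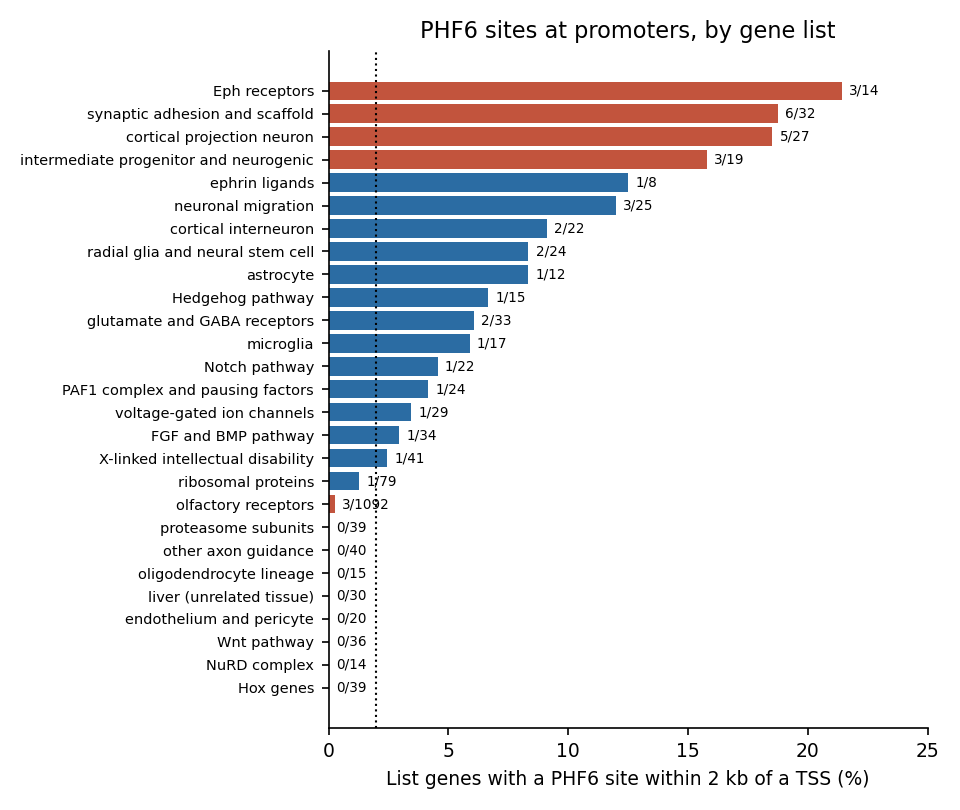
Percent of the genes of each list with a PHF6 site (MACS score of at least 50) within 2 kb of a TSS, with the number of genes beside each bar. Red bars passed the two-sided Fisher's exact test after adjustment, and the dotted line is the 1.96% of all protein-coding genes. The 4 lists above that line in red are Eph receptors, synaptic adhesion and scaffold, cortical projection neuron, and intermediate progenitor and neurogenic genes.

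Assigning every site to its nearest protein-coding gene gave 0 lists past the threshold with 1000 shuffled sets, and 2 lists lay above at an unadjusted permutation p under 0.05. With 1000 sets and 27 lists, a single list at the smallest possible p has an adjusted permutation p of 0.0539 and cannot pass. The 2471 sites were nearest to 1883 protein-coding genes, and 1498 of these had 1 site. The Hedgehog pathway list had 10 sites against 3.28 ± 1.82 at shuffled positions (3.05-fold, permutation test, p = 0.00999, adjusted p = 0.135) and the cortical interneuron list had 18 against 9.43 ± 3.04 (1.91-fold, permutation test, p = 0.026, adjusted p = 0.234). The cortical projection neuron list had 24 against 15.8 ± 3.82 (permutation test, adjusted p = 0.418), and the Eph receptor list had 10 against 9.90 ± 3.16. Sites were counted here, not genes, so few genes can carry a list. Of the 18 interneuron sites, Prox1 was the nearest gene of 6 and Zeb2 of 5. Of the 24 projection neuron sites, Mef2c and Pou3f3 were each nearest to 5. Olfactory receptor genes had 4 sites against 31.2 ± 5.51 (0.128-fold, permutation test), at that smallest p. With 10000 shuffled sets, added after seeing the data, olfactory receptor genes passed below (permutation test, adjusted p = 0.0054) and 0 lists passed above, Hedgehog at an adjusted permutation p of 0.0594. With 10000 sets drawn from (CA)n runs, olfactory receptor genes again passed below (0.208-fold, permutation test, adjusted p = 0.0054) and 0 lists passed above. When all deposited peaks were counted, 5 lists lay above and 2 below. Above were the cortical projection neuron list with 159 peaks against 85.3 ± 9.40 (1.86-fold, permutation test, adjusted p = 0.0108) and the oligodendrocyte lineage list (2.29-fold, permutation test, adjusted p = 0.0108). Also above were the neuronal migration, Hedgehog, and FGF and BMP lists (1.81-fold, 1.89-fold and 1.41-fold, permutation test, adjusted p = 0.0108, 0.018 and 0.0462). The synaptic adhesion and scaffold list, above at promoters, was below by nearest gene, with 116 peaks against 170.2 ± 13.1 (0.682-fold, permutation test, adjusted p = 0.0108). With sites within 100 kb of a TSS, the interneuron, Hedgehog and neurogenic lists passed (4.25-fold, 4.26-fold and 3.83-fold, permutation test, adjusted p = 0.027 for each). Against GC-matched positions over the whole genome the interneuron and Hedgehog lists passed (2.09-fold and 2.90-fold, permutation test, adjusted p = 0.0405 and 0.036), and on the same chromosome, a setting added after seeing the data, only the interneuron list passed above (2.29-fold, permutation test, adjusted p = 0.027). The interneuron list did not pass with all deposited peaks, 52 against 49.4 (1.05-fold, permutation test, p = 0.749), at scores of 70 or more (1.04-fold, permutation test, p = 1) or without sites that hold a run (1.34-fold, permutation test, p = 0.472).

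Sites were spread unevenly over the chromosomes, with very few on X. Chromosome X held 18 sites where 158 ± 11.8 were expected from its non-gap length, 0.114 times that number (two-sided permutation test, adjusted p = 0.00799 over 20 chromosomes, from the smallest p that 1000 sets can give). The X sites included those at Nlgn3 and at the growth factor gene Fgf13 (score 74.1). Chromosomes 5 and 8 held more sites than expected (217 and 176, 1.52-fold and 1.45-fold), and chromosomes 3 and 6 held fewer (114 and 102, 0.756-fold and 0.722-fold), each with the same adjusted p in the permutation test. Against GC-matched positions chromosome 3 no longer passed (0.833-fold, permutation test, adjusted p = 0.171), and at scores of 70 or more only chromosomes 5 and X did. No X peak reached a score of 100, against 156 autosomal peaks, and 5377 autosomal and 33 X peaks had a score of at least 40. The X-linked intellectual disability list, with 1 of 41 genes, was therefore counted largely on a chromosome with few sites.

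**Figure D4:**
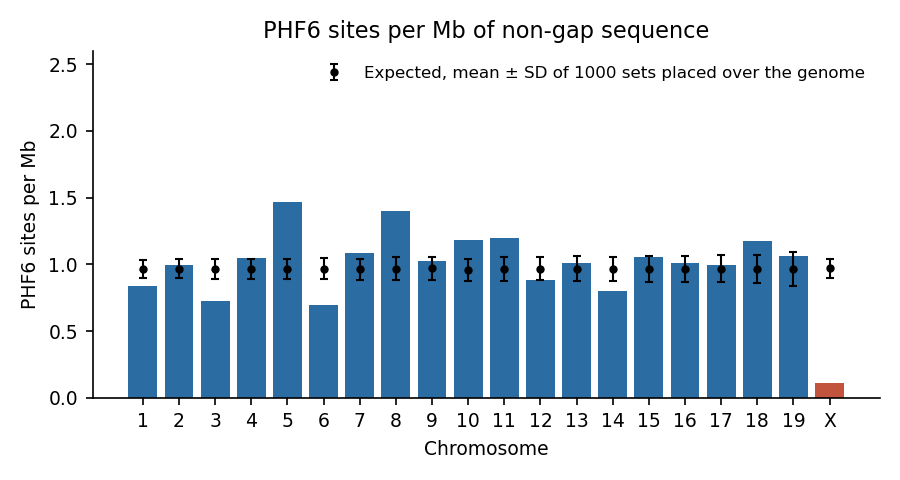
PHF6 sites (MACS score of at least 50) per Mb of non-gap sequence on each chromosome, with X in red. Black points and lines are the mean and SD of 1000 sets placed over the whole genome. Chromosome X has 0.11 sites per Mb, and chromosome 5 has 1.47.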

Values the study reported

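The study reported 2467 PHF6 sites at a P value under 1e-05. Among its top 1000 peaks, 609 overlapped a (CA)n repeat, compared with 67 for shuffled coordinates. For the EphA4, EphA7 and EphB1 promoters it gave peak P values of 1.8E−08, 7.2E−04 and 1.4E−04. It stated that the EphA7 and EphB1 values missed its cutoff for significance.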

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

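The tests of chromosome X and of the GC content of the array sites were chosen after the results were seen, as was the split of the CpG test into pairs of lists. A peak on an unplaced contig of chromosome 4, a sequence left out of the comparisons, had a score of 288.61 and a pileup of 36 fragments, which would have placed it among the 10 strongest sites. No biological explanation was tested for it.

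Chromosome X held 0.11 sites per Mb against 1.02 on the autosomes. Its repeat content did not account for this, since the X-to-autosome density of peaks with unmasked summits, per base of unmasked sequence, was 0.146. GC content did not either, with X sites at 0.138 times the number at GC-matched positions. A single X copy, which would give fewer reads, may contribute and stays open. X peaks of score 30 or more were 1.34 times as dense as autosomal peaks of score 60 or more, inside the range set for it. The ratio was also inside at 35 against 70 (1.44) and at 40 against 80 (1.13). The 95% exact interval of each of these reached past the range. At 50 against 100 the ratio was 1.69 (95% exact interval 0.977 to 2.76), outside it. The study's methods restrict its mice to males, the labels give no sex for these embryos, and weaker PHF6 binding on X was not tested.

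Of the 10 highest-scoring sites, 8 lay in tandem arrays of units from 7 to 100 bp, a pattern noticed in the data and then tested on them. The share in arrays was 21.2% at scores of 100 or more (95% Wilson interval 15.5% to 28.2%) and 1.30% under 40, which chance ranking did not account for (Fisher's exact test, p = 9.17e-28). The set at 100 or more holds the sites in which the pattern was noticed, so that test in part restates it. GC content did not account for the share either, since 0.67% of GC-matched positions lay in an array. Array sites were wider than other sites (median 874 bp against 652 bp) with equal median pileups of 15 fragments. Among as many sites taken by pileup height the share in arrays was 6.41%. A score that grows with peak width is therefore a candidate explanation for the rank of array sites as a set. The 8 array sites among the 10 highest-scoring also had pileups of 18 (Ttc28) to 72 (Alpk1) fragments, so width alone may not account for those. Extra array copies in the sampled genome, which would raise both libraries, could not be examined without IgG coverage and stay open.

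The synaptic, cortical projection neuron, Eph receptor and neurogenic lists had more promoters with a site than other genes. The number of TSSs per gene was not the whole cause, since 4 lists still passed against genes matched on it, but the ratios fell from 9.67 to 5.57 for the synaptic list and from 9.53 to 6.68 for the projection neuron list. For CpG-rich promoters as the cause, the bound set before the result was that at most 50% of the lists would remain. That bound was met, since 2 of 4 did. The pairs below were set after the results were seen and match which lists passed, so passing within a pair is not a separate test. Against CpG-matched genes the lower ratio of the synaptic and projection neuron lists was 7.07, so matching on CpG content left an excess there. The lower ratio of the Eph receptor and neurogenic lists was 5.85 but neither passed, with 3 genes each. With CpG content and TSS number both matched, their ratios were 8.52 and 8.15 and neither passed (binomial simulation test, adjusted p = 0.0594 for both). Without matching, the Eph receptor and neurogenic ratios were 11 and 8.09. With CpG content alone matched they were 8.22 and 5.85 (binomial simulation test, unadjusted p = 0.01 and 0.0258). Matching on CpG content therefore lowered these ratios but did not remove them. With 3 genes each and adjustment over 27 lists, the test cannot decide whether an excess beyond CpG content remains for those lists.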

How the results depend on the processing

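Imperfect (CA)n stretches, random positions with a run, matching on the number of TSSs, GC matching on the same chromosome and 10000 random sets were tests chosen after the results were seen. The excess of sites within 1 kb of a TSS kept its direction and passed in all 11 alternatives, from 1.33-fold to 3.84-fold. Over all main results, 57 values stayed on their side of the threshold or near their count, 9 passed only under the alternative, 2 no longer passed, 17 counts moved and 2 results that had passed changed direction. One was the (CA)n share of top sites against the weakest peaks, where both groups lay above shuffled positions (27.3% and 32.1% against 5.35%). The other was the TSS-to-distal ratio at scores of 100 or more, which did not pass. Results that had not passed also changed direction, namely the TSS side (ratio 0.918 within 500 bp), the run distance and the relation to strength, as given below. Where results changed, the cause was not tested, except that higher score thresholds leave fewer sites by construction. Site counts were 12860, 713 and 157 at scores of at least 30, 70 and 100. At those thresholds 12, 2 and 1 chromosomes passed. Annotation classes that passed numbered 3 at 100 or more and 1 against the weakest peaks. The downstream-to-upstream ratio at the TSS passed at 1.26 within 2 kb and 1.29 with the peak middle. The (CA)n share of the top sites was 0.851 times that of the weakest peaks. Median run distances that passed were nearer than for moved summits at 40.5 bp with 6 or more units and 75 bp over all sites. At 93.0 bp they were nearer than random positions with a run, whose median was 113 bp. From the peak middle the distance of 105 bp was farther than for moved positions, a comparison that favours short distances. The relation of runs to strength passed at 0.072 with 6 or more units, 0.0848 with pileup height and -0.0551 among sites alone. The TSS-to-distal ratio passed at 0.555 with 6 or more units, 0.571 with all deposited peaks and 0.819 with TSS sites within 2 kb. It did not pass at 0.862 with 15 or more units, 0.813 at scores of 70 or more and 1.69 at 100 or more. With runs of at least 12 bp, 4 repeat units lay above. Lists above by nearest gene numbered 5 with all peaks, 2 with GC matching over the whole genome, which also drops the match on chromosome, 1 with GC matching on the same chromosome and 3 within 100 kb. Lists above by promoter numbered 1 at 70 or more, 0 at 100 or more, 2 with CpG matching and 2 with CpG and TSS number matched. The ratio was 0 for Eph receptors at 100 or more, and 0 for projection neuron genes at 70 and 100 or more, with no gene left. For olfactory receptors it was 1.56 with CpG matching and 1.06 with both matched. Without replicates or read totals, no alternative covers the variation between libraries.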

Other observations

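The tests of sites per gene, the masked share, the GC content and the imperfect (CA)n stretches were chosen after the results were seen. Some genes were the nearest gene of several sites. Cdh4, which encodes a cadherin, was the nearest protein-coding gene of 11 sites, of which 6 lay within it, although the highest count for 1 gene in shuffled sets averaged 8.22 (permutation test, p = 0.136). Ank3, an ankyrin gene of the axon initial segment, held 7 sites within its 629 kb, and Med13l and Zmiz1 were each nearest to 7. The transcription factor genes Prox1, Mef2c, Pou3f3 and Zeb2 were nearest to 6, 5, 5 and 5 sites. In all, 22 genes were nearest to 5 or more sites, against 14.4 ± 3.19 in shuffled sets (permutation test, p = 0.034).

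With gene bodies and 10 kb upstream included, 8 of 14 Eph receptor genes had a peak of any score. Ephb1 had a site of score 52.7 in an intron on chromosome 9, 102059307 to 102059745, far from its TSS, and Epha6 had an intronic peak of score 49.5. Within 2 kb of a TSS, a peak of any score was found at 6 of 14 Eph receptor genes (42.9%) and at 8.47% of all protein-coding genes (Fisher's exact test, p = 0.000606), in part the peaks that the study described. With peaks of any score, 10 of 40 other axon guidance genes had a peak within 2 kb of a TSS (ratio 2.96, Fisher's exact test, adjusted p = 0.008), as had 15 of 27 cortical projection neuron genes (ratio 6.60, Fisher's exact test, adjusted p = 6.92e-09).

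Summits lay in repeat-masked sequence at 76.3% of sites and 33.6% of random positions. The GC content around summits averaged 45.0% at sites, 48.8% at scores of 100 or more and 42.0% at random positions.

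The number of top 1000 sites with a (CA)n run here was 273. That is lower than the value quoted from the study above. Perfect runs of 10 or more units were counted here, and the study's definition of a repeat is not stated in its methods. With runs of 6 or more units the number was 568, and with imperfect stretches of 30 bp, a definition added later, it was 658.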
